A study of Homo sapiens with 6 samples. Its data were reported in "Active repression of cell fate plasticity by PROX1 safeguards hepatocyte identity and prevents liver tumorigenesis" (2025).

How the data were processed

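Bulk RNA-seq was analyzed from Hep3B cells, a human hepatocellular carcinoma line, that carried a doxycycline-inducible PROX1 lentivirus and had been selected with puromycin at 2 µg/ml. The labels assign 3 libraries to control cells without doxycycline and 3 libraries to cells given doxycycline at 2 µg/ml to overexpress PROX1 (PROX1 OE), all harvested at day 7. The libraries were made with the dUTP protocol, which marks the strand, and were sequenced paired-end. According to the methods of the study and the submitters' processing notes, the authors aligned the reads to hg38 with STAR, divided the gene counts by DESeq2 size factors and tested PROX1 OE against control with a Wald test, and a covariate is stated only for other data of the study. The STAR version, the counting tool, the annotation release and whether counting used the strand are not given in the sources used here. Genes that overlap another gene on either strand may therefore share reads with it, and PROX1 itself overlaps an antisense gene.

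The deposited values used here are a signal per gene, namely read counts divided by the size factor of each library. A second table deposited by the authors holds the mean signal, shrunken log2 fold changes and p-values of their own test, and it was used only for comparison. All 60665 genes in the table were read, of which 31255 had at least 1 read. In each library 100% of the values were whole multiples of a single step within a relative tolerance of 1e-06, so whole reads were recovered from the deposited signal. For PROX1 OE replicate 1 the size factor was 0.998, so that its normalized counts and reads nearly coincide. Recovered depth ranged from 58187933 to 78134677 reads per library, and the size factors ranged from 0.835 to 1.27. The interval of each fold change comes from the spread between libraries, and the p-values measure only the spread between these libraries. The labels do not say whether replicates were separate cultures, so that spread is possibly technical, although the study states in general that its experiments used independent biological replicates. Limits from a count of 0 cover counting error only. No 2 replicates agreed within sampling noise, since the chi-square statistic per gene over recovered reads lay between 8.28 and 65.6 for the 6 pairs of libraries within a group.

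Genes with a normalized count of at least 10 in at least 3 of the 6 libraries were tested, which left 17325 genes. Values were transformed as log2(normalized count + 1) and fitted in R 4.3.3 with limma 3.58.1 (eBayes with trend and robust options), and Benjamini-Hochberg adjusted p-values below 0.05 in the two-sided test were called. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with low counts. Because the deposited values are normalized, the count tests (edgeR and DESeq2 on recovered reads) served as alternatives only. Gene lists were tested with camera at a preset correlation of 0.01 between genes, for lists with at least 5 genes tested, with Benjamini-Hochberg adjustment over lists. They were tested again with an estimated correlation and with the fry rotation test, which asks whether the genes of a list move, on balance, one way and does not compare them with other genes.

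The 36 gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. Of the list members 1 symbol could not be matched to the table. The rule names PROX1 and MYC. It also names the 10 largest rises and the 10 largest falls among protein-coding genes, or genes of unknown type, that were past the threshold, had a mean normalized count of at least 100 in a group and had no overlap between the groups. In each list it names up to 4 members past the threshold with the largest change and a mean of at least 50 in a group, or, where no member passed, the member with the highest mean, and a member that alone passed may be named in any case. It further names ALB, TTR, HNF4A, KRT19, SOX9, PRRX1, PPARG, TJP1, HAND2 and EBF2, which the study discusses. Other genes are named only with a statement that they were chosen after their values were seen. Coordinates and gene types are from GENCODE release 44 on hg38, to which 60366 identifiers were matched.

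The alternatives changed 1 choice at a time: pseudocounts of 0.5 and 5, no filter on low values, a mean normalized count of at least 50, TMM scaling, scaling to equal totals, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, each library left out in turn, and a replicate block. A correction for transcript length and GC content, in which a spline trend with 5 degrees of freedom for each property was removed from each library, was added after seeing the data. Both properties were known for 99.7% of the tested genes. The procedure was tested on simulated counts for PROX1 OE against control, drawn for 16913 genes that passed the filter. There limma recovered 77.6% of the genes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold, with 17 calls among unchanged genes. Only 67, 67 and 66 genes were changed at these folds, all with a mean control count of at least 50. In the data 46.3% of the tested genes were called, genes with lower counts included. These rates of recovery and of false calls therefore need not hold for the data. On 2 shifted lists and 30 lists of unchanged genes, camera called both shifted lists and 0 of the unchanged lists. The simulated genes were drawn independently of one another, whereas the estimated correlation in the data reached 0.739 for cytosolic ribosomal proteins. The simulation therefore cannot show how often camera calls lists of correlated genes.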

Results

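Gene expression was measured by RNA-seq in Hep3B hepatocellular carcinoma cells after 7 days with or without induction of PROX1, a homeobox transcription factor of hepatocytes and lymphatic endothelium. The data comprised 3 control libraries with 58187933 to 67511511 recovered reads and 3 PROX1 OE libraries with 67957183 to 78134677. The albumin mRNA was the most abundant transcript in all 6 libraries, with 2.48% to 2.71% of reads in control and 1.66% to 1.77% in PROX1 OE. The 10 most abundant genes took 11.9% to 12.3% of reads in control libraries and 8.33% to 8.91% in PROX1 OE libraries. Values are normalized read counts, given as mean ± SD of the 3 libraries of a group, and fold changes carry their standard error (SE). Where no second pair of counts is given for a gene list, the counts adjusted over the list alone were the same. Where 0 members of a list passed in a direction by limma with adjustment over all genes, 0 did so by edgeR and DESeq2 and at an unadjusted p under 0.05 as well.

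The first question was whether the induced gene was higher in the libraries labelled PROX1 OE. PROX1 (ENSG00000117707, chromosome 1, 213983181 to 214041510, hg38) had normalized counts of 4159, 4159 and 3773 in the control libraries and of 29213, 21578 and 25346 in the PROX1 OE libraries. Expression rose 6.25-fold (log2 fold change 2.64, SE 0.10, limma adjusted p = 1.11e-08). Gene-level counts do not separate the lentiviral transgene from the endogenous locus.

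The comparison of PROX1 OE with control then asked which genes changed along with PROX1. Of 17325 genes tested, 4064 were higher and 3951 were lower in PROX1 OE, and 641 rose and 1077 fell by more than 2-fold. The groups did not overlap for 56.6% of the genes, against 10% that chance gives for 3 libraries against 3. The largest rise was that of CHODL, which encodes the membrane lectin chondrolectin (chromosome 21, 17901263 to 18267373). Its counts went from 27.2 ± 9.36 to 3542 ± 592 (log2 fold change 7.02, SE 0.22, adjusted p = 1.46e-08). CBLN2 and NPTX2, both coding for secreted synaptic proteins, rose by log2 fold changes of 5.75 (SE 0.30) and 5.29 (SE 0.28). ABCG1, a cholesterol exporter, rose from 25.1 ± 4.34 to 347 ± 51.6. The mucin gene MUC6 rose to 981 ± 715 from 22.3 ± 3.25, with a single PROX1 OE library at 1806 and the others at 589 and 547. The largest fall was that of LGI4, a secreted glial protein, from 849.9 ± 40.8 to 17.3 ± 9.34 (log2 fold change -5.67, SE 0.32, adjusted p = 5.45e-07). SLC51A, a subunit of the bile acid exporter of the basolateral membrane, fell from 820.4 ± 146 to 35.3 ± 2.98. EPO, which encodes erythropoietin (chromosome 7, 100720468 to 100723700), fell from 1375 ± 278 to 76.9 ± 19.3 (log2 fold change -4.16, SE 0.19, adjusted p = 8.25e-08). The lipid droplet gene CIDEC fell by 4.42 on the log2 scale, and the small GTPase gene RAC2 fell by 4.36. LGI4 and ABCG1 overlap another annotated gene on the same strand, so that their counts are less certain. With libraries scaled to equal totals, 5564 genes were higher and 2915 lower, so the share of higher genes among those changed moved from 50.7% to 65.6%. Over 2-fold, 835 rose and 900 fell with equal totals, so the excess of falls depends on the scaling. The median log2 fold change of all genes was 0.01 with the deposited size factors and 0.13 with equal totals.

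**Figure D1:**
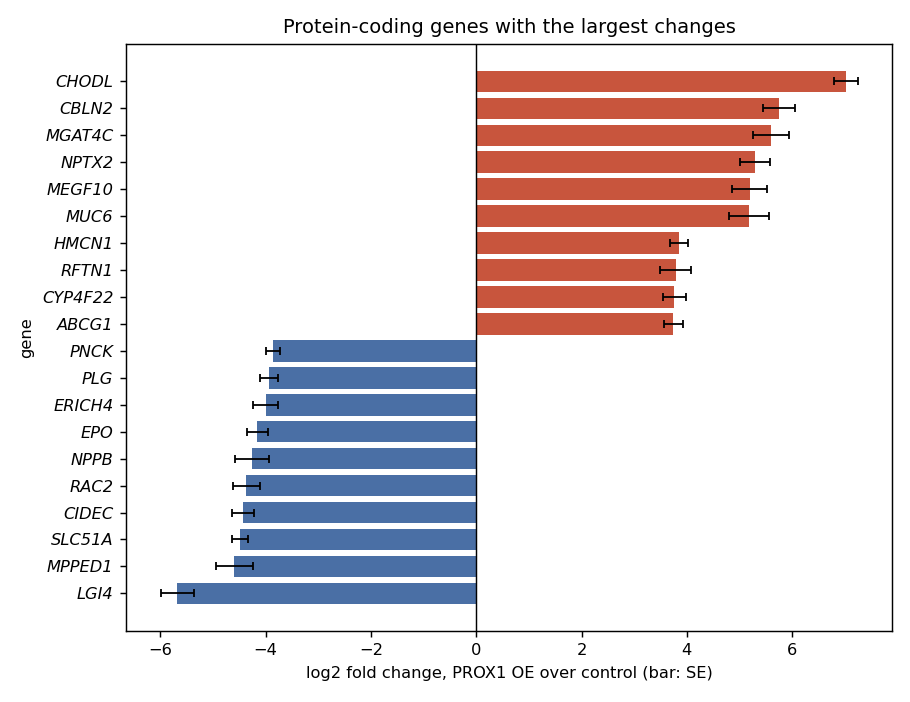
Log2 fold changes (x axis) of the 10 genes with the largest rise and the 10 with the largest fall in PROX1 OE over control (y axis), with bars for the SE of the limma fit. The values run from -5.67 for LGI4 to 7.02 for CHODL.

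Genes of differentiated hepatocytes were mostly lower in PROX1 OE. Of 52 tested genes for secreted hepatocyte proteins, 39 fell and 3 rose, with a median log2 fold change of -0.84 (camera adjusted p = 1.19e-12). That call was lost with an estimated correlation, at an adjusted p = 0.293. Adjusted over the list alone, 42 fell and 3 rose. ALB fell from 1803480 ± 83329.5 to 1116380 ± 28500 (log2 fold change -0.69, SE 0.09, adjusted p = 6.45e-05), and TTR, the transthyretin gene, fell by 1.27 on the log2 scale (SE 0.09). PLG, the plasminogen gene, fell from 244 ± 18.2 to 15.0 ± 0.944 (log2 fold change -3.94, SE 0.17), and SERPINC1, the antithrombin gene, fell by 3.19. The members that rose were ORM1, ORM2 and SERPINA7, which were named after their values were seen. Of 55 hepatocyte metabolism genes, 37 fell and 8 rose (adjusted over the list alone, 39 and 10), with a median of -0.78 (camera adjusted p = 6.12e-08), and the adjusted p = 0.293 with an estimated correlation. G6PC, the catalytic subunit of glucose-6-phosphatase, fell from 117 ± 20.3 to 10.6 ± 4.98, and UROC1, an enzyme of histidine breakdown, fell by 2.54 on the log2 scale. ACSM2A and GSTA2 also fell, and both have close paralogs with which reads could be shared.

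The transcription factors of hepatocytes moved in both directions. Of 27 tested, 8 rose and 10 fell (adjusted over the list alone, 9 and 10), and the list was not past the threshold (camera adjusted p = 0.727), with a median of 0.02, a mean of -0.09 and a downward test. With equal totals 10 rose and 10 fell. HNF4A fell from 24501 ± 421 to 17335 ± 1304 (log2 fold change -0.50, SE 0.08, adjusted p = 3.56e-04). The nuclear receptor genes PPARA, NR1H3 and NR1H4 fell by 1.39, 1.36 and 1.21 on the log2 scale, whereas ATF5 rose by a log2 fold change of 1.96 (SE 0.09). Among fetal liver and oncofetal genes, 5 rose and 11 fell of 23 (adjusted over the list alone, the same counts), and the list did not pass (camera adjusted p = 0.143). AFP, the alpha-fetoprotein gene, fell from 17794 ± 1356 to 4213 ± 116, and the imprinted gene PEG10 rose from 30157 ± 3497 to 86853 ± 7328. Of 32 cholangiocyte markers, 7 rose and 9 fell (camera adjusted p = 0.910), with a median of 0.03, a mean of -0.08 and a downward test, and with equal totals 11 rose and 9 fell. KRT19 fell by 0.44 on the log2 scale (SE 0.08, adjusted p = 9.90e-04), CLDN4 fell by 1.68, and SOX9 had 2017 ± 280 counts in control and 1883 ± 397 in PROX1 OE (adjusted p = 0.574). TJP1, a tight junction gene, rose by a log2 fold change of 0.26 (SE 0.08, adjusted p = 0.0207), and its adjusted p was 0.0855 without control replicate 1, 0.0636 without control replicate 3 and 0.0509 without PROX1 OE replicate 3.

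**Figure D2:**
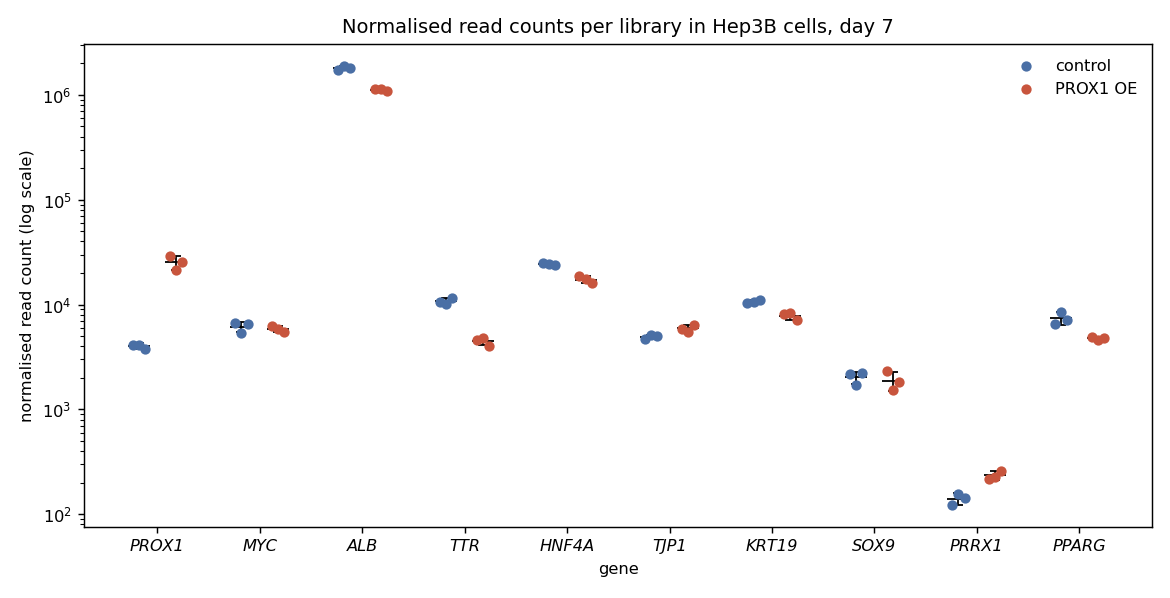
Normalized read counts on a log axis (y axis) of 10 genes (x axis) in the 3 control and 3 PROX1 OE libraries, where each point is a library and bars give mean ± SD. The PROX1 OE libraries lie at 21578 or above for PROX1 and the control libraries at 4159 or below, while the groups overlap for MYC and SOX9.

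The hypoxia response genes, which cells induce through HIF factors at low oxygen, were lower together. Of 29 tested genes 28 fell and 1 rose, with a median log2 fold change of -1.14 (camera adjusted p = 5.41e-15), and adjusted over the list alone the counts were the same. With an estimated correlation the adjusted p = 0.293. CA9, the carbonic anhydrase on the cell surface (chromosome 9, 35673928 to 35681159), fell from 8046 ± 535 to 814 ± 222 (log2 fold change -3.34, SE 0.17, adjusted p = 2.76e-07). NDRG1 fell from 19865 ± 1322 to 2213 ± 387, and ANKRD37 and ANGPTL4 had log2 fold changes of -3.03 and -2.67. The gene that rose was PFKFB3, named after its value was seen.

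Genes of lipid metabolism were lower as well. Of 27 cholesterol synthesis genes, 21 fell and 0 rose at adjusted p below 0.05 by limma (adjusted over the list alone, the same), with a median of -0.60 (camera adjusted p = 5.75e-09). With an estimated correlation the adjusted p = 0.293. HMGCS1, the gene of an early enzyme of the pathway, fell from 75682 ± 3910 to 30555 ± 671, and FDPS fell from 106049 ± 2505 to 52068 ± 3728. Of 20 fatty acid synthesis genes, 12 fell and 1 rose (adjusted over the list alone, 15 and 1), with a median of -0.46 (camera adjusted p = 1.05e-04) and an adjusted p = 0.269 with an estimated correlation. The 1 that rose was no longer past the threshold without control replicate 1, 2 or 3 or PROX1 OE replicate 1. SCD, the stearoyl-CoA desaturase gene, fell by 0.94 on the log2 scale (SE 0.09), and ELOVL6 fell by 1.19. Of 27 fatty acid oxidation genes, 16 fell and 2 rose (adjusted over the list alone, 17 and 2), with a median of -0.26 (camera adjusted p = 6.39e-04) and an adjusted p = 0.293 with an estimated correlation. Without control replicate 1 or 3, or PROX1 OE replicate 2 or 3, 1 fatty acid oxidation gene rose. FABP1, the liver fatty acid binding protein gene, fell from 51503 ± 889 to 8207 ± 1017, and the hormone gene FGF21 rose from 26.8 ± 5.22 to 119 ± 14.6.

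The mRNAs of cytosolic ribosomal proteins fell by a small and similar amount. Of 75 tested, 71 fell and 0 rose at adjusted p below 0.05 by limma (adjusted over the list alone, the same), with a median log2 fold change of -0.47 (camera adjusted p = 1.56e-14). With an estimated correlation the adjusted p = 0.569. RPL4 fell from 195971 ± 13742 to 117476 ± 10283 (log2 fold change -0.74, SE 0.09), and RPLP0 fell by 0.72. Ribosomal protein genes have many processed pseudogenes with which reads can be shared, so single values are uncertain. The list of mitochondrial ribosomal proteins had 6 higher and 8 lower of 48 (camera adjusted p = 0.783), with a median of -0.01 that became 0.10 with equal totals, and MRPL10 fell by 0.49 on the log2 scale. The counts of that list were 10 higher and 5 lower with equal totals, and 11 and 7 with the length and GC correction. They were 2 and 7 without control replicate 1, 3 and 5 without control replicate 3, and 2 and 8 without PROX1 OE replicate 2. Of 60 nuclear genes of oxidative phosphorylation, 1 rose and 9 fell (adjusted over the list alone, 0 and 6), and the list did not pass (camera adjusted p = 0.0991), although it did without PROX1 OE replicate 2 (0.00403) and with no filter (0.0433). The median of that list was -0.10 and turned to 0.02 with equal totals, where 4 rose and 3 fell, and with the length and GC correction 8 rose and 10 fell. Without PROX1 OE replicate 2, 15 fell, and 15 fell with the replicate block. The 1 that rose became 3 without PROX1 OE replicate 3 and 0 without any other single library. ATP5MC1 fell by 0.49 on the log2 scale. The 13 mitochondrially encoded mRNAs were listed at 0 in every library and were not tested.

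MYC and its targets were compared because the study describes them as lowered by PROX1. MYC (ENSG00000136997, chromosome 8, 127735434 to 127742951) had 6169 ± 698 counts in control and 5845 ± 423 in PROX1 OE (log2 fold change -0.07, SE 0.10, adjusted p = 0.555), a difference within the spread between replicates. Of 65 MYC targets, 17 rose, 7 fell and 41 did not pass (adjusted over the list alone, the same), with a median of 0.11, and the list was not past the threshold (camera adjusted p = 0.217 upward, and an adjusted p = 0.842 with an estimated correlation). With equal totals, where the median of all genes is itself shifted upward, 30 rose and 6 fell with a median of 0.23, and with the length and GC correction 26 rose and 12 fell. The members with the largest falls were LDHA (log2 fold change -1.33, SE 0.11), HK2 (-0.88) and TMEM97 (-0.80), of which LDHA and HK2 also stand in the hypoxia list and TMEM97 in the cholesterol list. NOP2, a nucleolar RNA methyltransferase gene, rose by 0.69, from 59.1 ± 8.68 to 95.9 ± 10.5 counts. It overlaps another annotated gene on the same strand, so that its low counts are less certain.

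The mRNAs of DNA replication genes were higher, although the study reported lower proliferation of Hep3B cells with PROX1 OE, measured as confluency. Whether these mRNAs reflect more dividing cells was not tested. Of 43 S phase genes, 28 rose and 0 fell at adjusted p below 0.05 by limma (adjusted over the list alone, 31 rose), with a median log2 fold change of 0.34 (camera adjusted p = 7.44e-08) and an adjusted p = 0.269 with an estimated correlation. Without PROX1 OE replicate 1, 29 S phase genes rose and 1 fell. CCNE2, a cyclin of the G1/S transition, rose from 459 ± 58.0 to 1215 ± 133, and UHRF1 rose by a log2 fold change of 1.21 (SE 0.09). Of 21 replicative histone genes, 12 rose and 0 fell (adjusted over the list alone, 15 rose), with a median of 0.62 (camera adjusted p = 9.54e-04) and an adjusted p = 0.269 with an estimated correlation. Of the histone genes 7 rose without control replicate 1, and 7 without control replicate 3. H2BC5 rose by a log2 fold change of 0.95 (SE 0.10), with the limit that histone genes are near-identical copies. Only 21 of the 43 histone genes in the list passed the filter on low counts. The rest had 0 to 52 reads each, summed over the 6 libraries. The list therefore covers only a part of the replicative histones, and whether its rise reflects histone mRNA of S phase was not tested. Of 46 G2/M genes, 11 rose and 1 fell (adjusted over the list alone, 9 and 0), and the list was just short of the threshold (camera adjusted p = 0.0547), but passed without control replicate 2 (0.00619) and without PROX1 OE replicate 1 (0.0217). It also passed with no filter (0.0120), with equal totals (0.00942, where 22 rose and 0 fell) and with the length and GC correction (0.0178, where 19 rose and 2 fell). The 1 that fell was no longer past the threshold without control replicate 1, 2 or 3 or PROX1 OE replicate 3. FOXM1 rose by a log2 fold change of 0.80 (SE 0.11) and MKI67 by 0.44 (SE 0.08).

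The apoptosis lists, compared because the study describes increased apoptosis signatures, were not past the threshold. Of 43 genes that promote apoptosis, 13 rose and 12 fell (adjusted over the list alone, the same), with a median of 0.02 and a downward test (camera adjusted p = 0.986, and an adjusted p = 0.990 with an estimated correlation). With equal totals 15 rose and 8 fell, and without PROX1 OE replicate 2, 8 rose and 10 fell. BIK and BMF, which encode BH3-only proteins, rose by log2 fold changes of 1.85 (SE 0.20) and 1.45 (SE 0.08), whereas TNFSF10, the TRAIL gene, and BNIP3 fell by 1.56 and 1.30. Of 18 genes that oppose apoptosis, 4 rose and 5 fell (camera adjusted p = 0.783), with a median of 0.05, a mean of -0.23 and a downward test, and with equal totals 6 rose and 4 fell. Among them BIRC7 fell from 184 ± 19.7 to 16.8 ± 5.41 and PIM1 fell by 1.53 on the log2 scale. Of 23 p53 targets, 10 rose and 3 fell (adjusted over the list alone, 10 and 4, camera adjusted p = 0.181), with CDKN1A, the p21 gene, down from 2455 ± 66.2 to 1016 ± 95.0 and TP53I3 up by a log2 fold change of 1.07. Of 44 ATF4 targets, 11 rose and 12 fell (adjusted over the list alone, 11 and 13, camera adjusted p = 0.354), with a median of -0.09 that became 0.03 with equal totals, where 14 rose and 10 fell. Without control replicate 2, 6 ATF4 targets rose and 13 fell. Of 30 interferon response genes, 3 rose and 10 fell (adjusted over the list alone, 4 and 12, camera adjusted p = 0.196), among them IFI35, which fell by 0.88. With equal totals 8 interferon response genes rose and 9 fell, and without PROX1 OE replicate 1, 5 rose and 10 fell.

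Lists of other cell types were examined because PROX1 is studied as a repressor of alternative fates. Of 21 regulators of other fates, 8 rose and 4 fell (camera adjusted p = 0.342). CDX2, an intestinal homeobox gene, fell from 1216 ± 27.3 to 220.0 ± 22.4 and SNAI2 fell from 131 ± 23.6 to 23.6 ± 2.92, whereas RUNX2 rose by a log2 fold change of 1.58 (SE 0.17). PRRX1, a mesenchymal homeobox gene, rose from 141 ± 17.1 to 235 ± 22.1 (adjusted p = 9.54e-04), and PPARG, the adipogenic nuclear receptor gene, fell from 7399 ± 1043 to 4749 ± 171 (adjusted p = 2.71e-04). HAND2 and EBF2 had 0 reads in each of the 6 libraries, which allows up to 3 reads per library, or 0.0516 CPM in the shallowest library. Of 30 fibroblast and matrix genes, 7 rose and 15 fell (adjusted over the list alone, 8 and 16, camera adjusted p = 0.193), although the list passed without PROX1 OE replicate 1 (0.0292). THBS1, the thrombospondin 1 gene, rose from 4238 ± 71.1 to 35864 ± 7021, and LOX and COL6A1 fell by 1.70 and 1.99 on the log2 scale. Of 9 neuronal genes, 5 rose and 2 fell (camera adjusted p = 0.0844), with MAP2 up from 75.7 ± 9.63 to 540.0 ± 76.1 and SNAP25 up by a log2 fold change of 1.71. The neuronal list passed without PROX1 OE replicate 1 (0.0479), with a mean count of at least 50 (0.0222), by edgeR (0.00236) and with the replicate block (0.0257).

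The remaining markers were mixed. Of 13 immune markers, 8 fell and 2 rose, with a median of -0.82 (camera adjusted p = 0.0321). Their call was lost with an estimated correlation (adjusted p = 0.293) and without PROX1 OE replicate 3 (0.0522). It was also lost with no filter (0.0556), with a mean count of at least 50 (0.125) and with the length and GC correction (0.0825). The lysozyme gene LYZ fell from 4710 ± 372 to 1267 ± 234, and AIF1 fell from 70.3 ± 15.8 to 4.71 ± 1.47. The lists of smooth muscle and cytoskeleton (8 higher and 2 lower of 18, camera adjusted p = 0.181), skeletal and cardiac muscle (4 and 6 of 13, 0.420), adipocytes (2 and 5 of 12, 0.193), endothelium and lymphatics (4 and 5 of 16, 0.762), epidermis (3 and 1 of 6, 0.402) and pancreas or intestine (4 and 5 of 11, 0.402) did not pass, but the pancreas or intestine list did by edgeR (0.0167). Adjusted over the list alone, the counts were 5 and 6 for muscle, 2 and 6 for adipocytes and 3 and 2 for epidermis. The 1 epidermal gene that fell was no longer past the threshold without control replicate 1, 2 or 3 or PROX1 OE replicate 1. For the endothelial list the median was 0.08, while the mean was -0.54 and the test pointed down. In these lists CKM, the muscle creatine kinase gene, rose from 470.3 ± 24.0 to 2322 ± 275, and PECAM1 fell from 296 ± 42.6 to 92.5 ± 14.8.

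Subunits of the NuRD chromatin remodelling complex, a corepressor with histone deacetylase activity, were higher. Of 15 tested genes 10 rose and 0 fell at adjusted p below 0.05 by limma (adjusted over the list alone, the same), with a median of 0.38 (camera adjusted p = 9.54e-04) and an adjusted p = 0.293 with an estimated correlation. MBD3 rose from 8943 ± 1471 to 14985 ± 1238 and MTA2 by a log2 fold change of 0.65 (SE 0.07). Of 19 WNT targets, 9 rose and 4 fell (adjusted over the list alone, 10 and 5). The list stood just short of the threshold (camera adjusted p = 0.0547) but passed without control replicate 1 (0.0267), without control replicate 3 (0.0332) and without PROX1 OE replicate 2 (0.0288). Without control replicate 1, 9 WNT targets rose and 2 fell. The list also passed with no filter (0.0173), by edgeR (0.00196) and with the replicate block (0.0150). DKK1, a secreted WNT inhibitor gene, rose from 10670 ± 1307 to 53421 ± 533, and LGR5 rose by a log2 fold change of 1.87 (SE 0.13). Of 13 NOTCH targets, 7 rose and 2 fell (camera adjusted p = 0.143, and 0.0354 with no filter), with NOTCH3 up from 1434 ± 129 to 7034 ± 3431 and NRARP up by 1.12. Of 24 YAP/TEAD targets, 9 rose and 5 fell (camera adjusted p = 0.265), with log2 fold changes of 1.29 for IGFBP3 and -1.43 for NT5E.

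**Figure D3:**
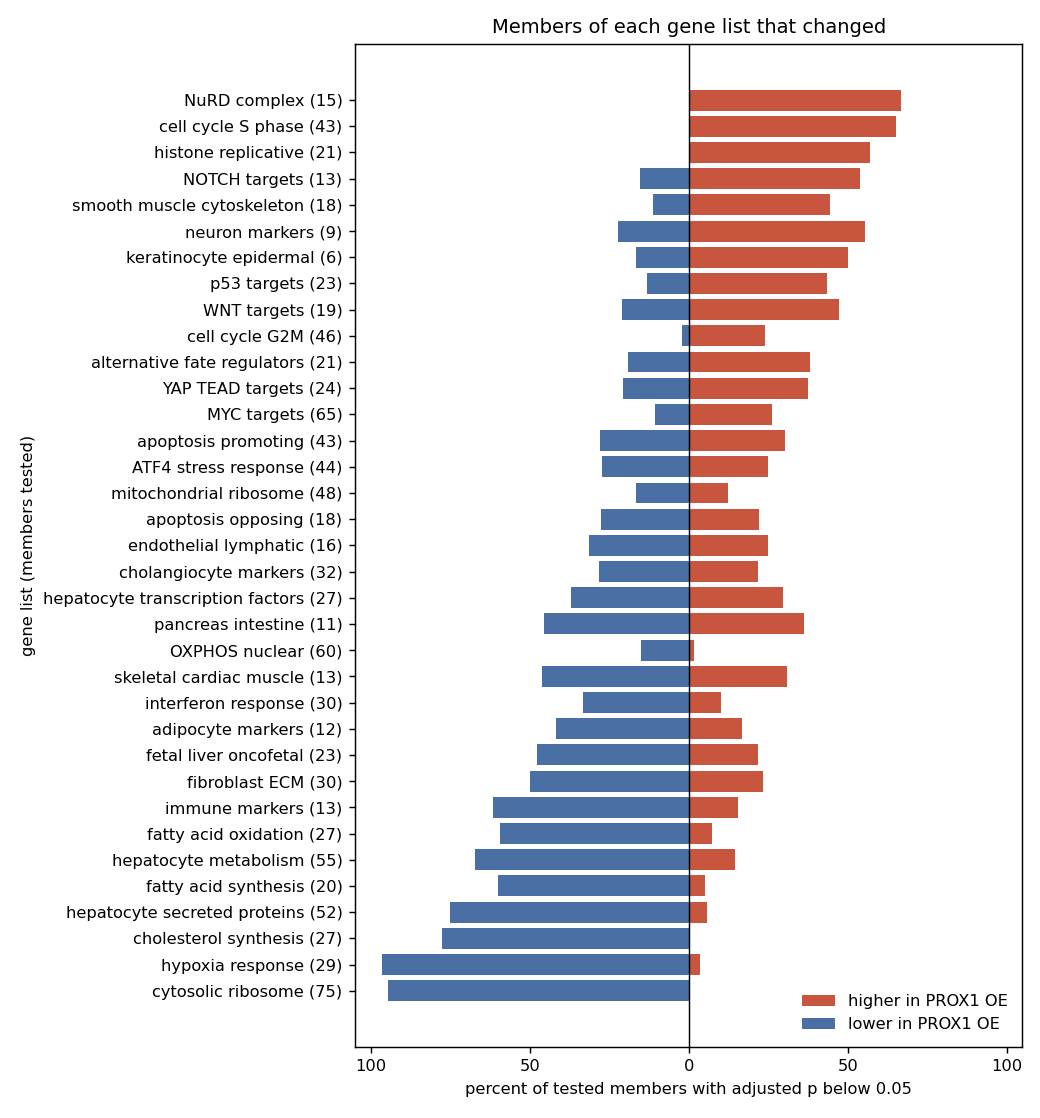
Percent of the tested members of each of 35 gene lists (y axis, members tested in brackets) that were higher (red, to the right) or lower (blue, to the left) in PROX1 OE at a limma adjusted p below 0.05. Of the hypoxia genes 28 of 29 were lower, and of the S phase genes 28 of 43 were higher.

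**Figure D4:**
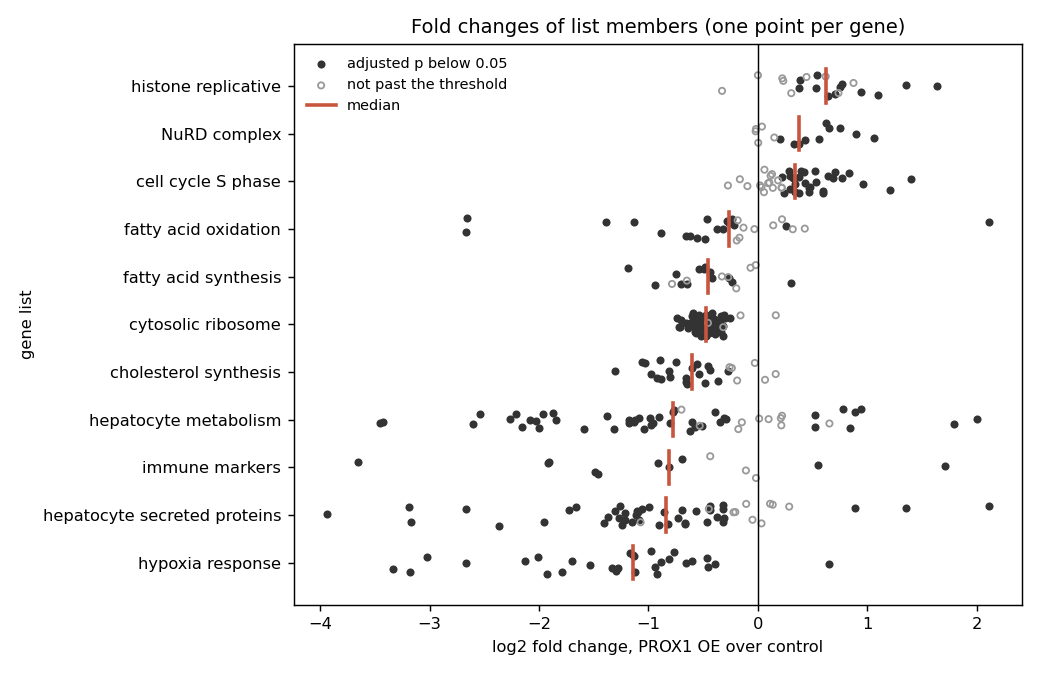
Log2 fold changes (x axis) of the members of the 11 lists past the threshold of camera at the preset correlation (y axis), with 1 point per gene, filled where the gene itself passed, and a red line at the median. The medians run from -1.14 for the hypoxia genes to 0.62 for the replicative histones.

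Of the 35 lists tested, 3 were higher and 8 lower at the preset correlation. With an estimated correlation 0 lists passed by camera, while 20 passed by fry, and 5 lists had an unadjusted p under 0.05 with the estimated correlation. The authors' deposited table lists 7405 genes past an adjusted p of 0.05, of which 3818 were higher and 3587 lower. Of the genes changed here, 7215 were past that threshold in the same direction in the authors' deposited table and 800 were not.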

Values the study reported

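In Hep3B cells the study reported that PROX1 OE lowered proliferation by 60%, measured as confluency over 7 days relative to uninduced controls. After PROX1 OE in Hep3B cells for 2 days, ATAC-seq found 4,353 peaks whose accessibility differed at an adjusted P below 0.05, and 4,074 of them (93.6%) had closed. CUT&RUN after PROX1 OE found 16,183 peaks with a PROX1 motif.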

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

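All alternatives except the correction for transcript length and GC content were chosen before the data were examined. The count of changed genes stayed between 6339 and 9217 over 16 alternatives (6339 to 7711 with a library left out), and that over 2-fold between 991 and 2352 (1645 to 1829 with a library left out). With a mean normalized count of at least 50 the 2-fold count was 991, all of them among the original calls, because 13762 genes were tested. The PROX1 log2 fold change lay between 2.53 and 2.76. The MYC log2 fold change was 0.0406 with equal totals, and between -0.17 and -0.02 with a library left out, and MYC passed under none of the 16 alternatives. The MYC target list did not pass under any of 17 alternatives (adjusted p 0.0740 to 0.842). The apoptosis list had adjusted p-values of 0.543 to 0.990 over its 17 alternatives, and 0.831 to 0.989 with a library left out. Its direction turned upward with TMM scaling (0.987), equal totals (0.827), edgeR (0.899), the length and GC correction (0.941) and fry (0.543), and without control replicate 1 (0.944), control replicate 3 (0.989) or PROX1 OE replicate 3 (0.831), and the cause was not tested. The number of lists past the threshold was 0 with an estimated correlation, 20 with fry, and 10 to 14 with a library left out. The estimated correlation between genes reached 0.739 for the ribosomal list, and camera widens its error with that correlation. That widening does not account for every lost call. The replicative histone list had a negative estimate of -0.0277, below the preset correlation, while the other called lists had higher estimates. Its unadjusted camera p still rose from 2.56e-04 to 0.0161 (adjusted p = 0.269). A call lost with the estimated correlation therefore cannot by itself be put down to correlated genes. Over 152 named genes, 2407 values kept their direction and side of the threshold and 15 fell short of it. Most of these genes were named because they passed with large changes in these same data. That count therefore does not show how stable the calls of other genes are. The SOX9 log2 fold change, not past the threshold, was 0.00411 with equal totals, 0.0330 without PROX1 OE replicate 2 and -0.267 to 0.0330 with a library left out, and the cause was not tested. The replicate numbers do not pair the libraries by the labels, and the correlations of same-numbered libraries were 0.142, 0.170 and 0.0934, although each library correlated best with its own number. With the replicate block 9217 genes changed, 1753 of them over 2-fold, and 13 lists passed. The filter on low counts left 17325 of the 31255 genes with reads, and the effect of depth was not tested.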

Other observations

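The tests of the zinc finger family, of transcript length, of the splits and of each explanation were chosen after the results were seen, whereas the gene test, the fixed gene lists and the MYC values were planned. Zinc finger genes (symbols starting with ZNF) were higher as a family in PROX1 OE. Of 461 protein-coding ZNF genes tested, 166 rose and 37 fell, with a median log2 fold change of 0.20, of 0.20 with TMM scaling and of 0.31 with equal totals. Among 65 families of at least 20 genes formed by symbol prefix, the camera adjusted p was 7.36e-04, and it was 0.0151 after the correction for transcript length and GC content, where the median was 0.13. With an estimated correlation the adjusted p = 0.852.

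Sorted into 10 equal groups by transcript length, the genes had a median log2 fold change of -0.15 in the group of the shortest transcripts and of 0.11 in that of the longest. Of 2514 long noncoding RNA genes 294 rose and 591 fell, and of 13441 protein-coding genes 3643 rose and 3140 fell.

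The MYC log2 fold change here was -0.07 and the targets had 17 members higher and 7 lower, with neither MYC nor the list past the threshold, and with equal totals 30 were higher and 6 lower. The text of the study describes MYC and its targets as downregulated, from RNA-seq and gene regulatory network analysis. It also reports closed chromatin at the MYC locus in Hep3B cells, where ATAC-seq was done after 2 days of PROX1 OE. Lower MYC signatures are reported for mouse tumors as well. The chromatin data, the network and the target set of the study were not examined here. In the authors' deposited table for these day 7 libraries MYC was not past the threshold either.

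The gene counts were set against the other splits of the 6 libraries into groups of 3. Of the 10 splits, 1 gave as many changed genes as the real one, itself included, with 8015 genes in the real split and 0 in the highest other, and likewise 1718 and 0 for changes over 2-fold. For the number of gene lists past the threshold at the preset correlation, 6 of the 10 splits gave as many, with 11 in the real split and 14 in the highest other. With 10 splits the share is never under 0.1, so they are too few to say whether chance can be excluded. Each other split also mixed libraries of both groups. The group difference then entered the spread, which lowers gene calls, while a part of it stayed between the mixed groups. The other splits therefore do not show what gene or list calls arise without a group difference.

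Hypoxia-response mRNAs were lower in PROX1 OE, with 28 of 29 members falling. A trend of fold change with transcript length and GC content is argued against as the whole cause, because the median was -1.20 after the correction and -1.14 before it, with quartiles of -1.89 and -0.89 after it. What stays open is a part played by culture conditions that came with doxycycline, since 0 libraries received doxycycline without the induced gene. Those conditions, any difference in cell number and PROX1 induction cannot be told apart in this design. The study reported lower proliferation of Hep3B cells with PROX1 OE, and the labels give no cell density.

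Ribosomal protein mRNAs were lower by a median of -0.47. The length and GC trend is argued against as the whole cause, since the median was -0.40 after the correction, with quartiles of -0.47 and -0.30. Reads moved to pseudogenes are argued against too, because the summed counts of the genes and their 1142 pseudogenes had a log2 ratio of -0.50 (SD of the libraries 0.11), and the pseudogenes tested had a median of -0.46. A hypothesis is a shared fall of TOP mRNAs, the class of translation mRNAs that begin with a pyrimidine tract, and it is consistent with the 22 tested members that encode no ribosomal protein, of which 15 fell and 0 rose (median -0.43, camera p = 3.51e-06, and p = 0.146 with an estimated correlation). EEF2 and EEF1A1, chosen after their values were seen, fell by 0.84 and 0.75 on the log2 scale.

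Hepatocyte mRNAs were lower although PROX1 is a hepatocyte factor. A shift set by a few abundant genes would move all genes alike. The median was -0.84 for the secreted protein list and 0.01 for all genes, which argues against such a shift as the whole cause. Leaving the 10 most abundant genes out of the totals was no separate test, because scaling moves the list and all genes together (relative median -0.85). Dilution by RNA of other cells would lower hepatocyte mRNAs alike. The 51 abundant members of that list instead had an interquartile range of 0.934 in log2 fold change, with 39 lower and 3 higher. PROX1 induction, the accompanying doxycycline and any difference in cell number were not separated by any test.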
